A study of Mus musculus with 14 samples.

How the data were processed

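Peaks were analysed for 12 ChIP-seq libraries of 6 mouse neurosphere cultures, 3 of each genotype, with 1 FLAG and 1 H3K4me3 library per culture. Genotype, antibody, sex and replicate number were taken from the labels. The labels also list 2 input samples, 1 per genotype, each joined from the inputs of several cultures, and input data were not analysed here. If these inputs served as controls, the lists of a genotype share one, and the spread between cultures does not include its variation. Chromatin of Drosophila cells was added before the H3K4me3 immunoprecipitation for normalization between samples, per the labels' protocols. The lists carry no factor from that spike-in, so no value below is scaled by it.

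Each library has its own deposited list of peaks, so replicates can be compared list by list. The 10 columns stand in the narrowPeak order, and the build mm9 appears in the peak names. The peak caller, its version, the aligner, the control and the threshold are not stated in the labels or lists. The deposited score of a peak is 10 times its −log10 q, within 1 unit, in every list. The deposited fold enrichment is a ratio at the peak summit to the caller's local background. The −log10 p and −log10 q columns are the authors' values as deposited, and the lowest −log10 q was 2.0 to 2.05 in all 12 lists, which puts the limit near 2. No list held overlapping or repeated peaks. Because each list ends where its own values reach the limit, the number and width of peaks move with the depth of the library and with its control. They can also move with the yield of the immunoprecipitation and with the fragment length that the caller assumed. Scores were used only to rank, describe or filter peaks within a list. The deposited fold and p also served to recover pileups and backgrounds, which were compared between lists as given next.

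Depth was recovered from the lists, since no read totals were given. For each peak a whole summit pileup and a local background were sought that give both the deposited fold, taken as pileup plus 1 over background plus 1, and the deposited p as a Poisson tail. A match within a relative error of 0.0001 was found for at least 99.986% of peaks of every list, and each match was the only one. The most common background of a list was taken as its background coverage. Divided by the shortest peak width of the list, which was also the most common width, it gives fragments per kb, on the assumption that the shortest width is the caller's fragment length. This rests on the form of the p and fold that the values obey, not on a stated method.

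The following were computed per list: number of peaks, covered length and median width. Overlap of FLAG with H3K4me3 peaks of the same culture was counted at 1 bp, with 20 random placements of the FLAG peaks on their chromosomes for comparison. The Jaccard index in bases was computed for each pair of lists. Regions were the union of the 6 lists of an antibody, merged where peaks share at least 1 bp, and a region was specific to a genotype when all 3 of its lists and none of the other 3 had a peak. Breadth was tested with limma (moderated fit with trend, Benjamini-Hochberg adjustment, threshold 0.05) on log2 covered bases, without pseudocount, at regions in all 6 lists. Breadth is a called length and shares the limits named above for the lists. Genotypes were compared with two-sided exact permutation tests of the difference in means. With 3 cultures against 3 the smallest p is 0.1, so no such comparison can pass 0.05. The comparisons of number, length, width, overlap, similarity, specific regions and breadth, with their alternatives, and the rule for naming regions were fixed before the data were examined. The comparisons of recovered depth and local background, of FLAG peaks on and off H3K4me3, and by groups of H3K4me3 score were added afterwards. That rule took, per antibody and direction, up to 5 genotype-specific regions in order of their lowest within-list percentile of the score, and up to 3 regions with the largest change in breadth among those with an adjusted p under 0.05. The text gives the first of these in full.

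Alternatives were the 50% of peaks with the highest scores, equal list sizes (the top 32763 FLAG or 31932 H3K4me3 peaks of each list), the 19 autosomes only, leaving out each library in turn, peaks joined across gaps of up to 1000 bp, an overlap of at least 50% of the shorter interval, centring of breadth, and the replicate number as a block. A common p limit (−log10 p of 4.22 for FLAG and 3.89 for H3K4me3) was added after seeing the data.

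Promoter shares and promoter occupancy of gene lists had been planned and were left out, and the chosen gene names with them. The gene table at hand is of build GRCm38, and the lists reach 197003346 on chromosome 1 where the last gene of that table ends at 195291439. Regions are therefore given by mm9 position only.

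The region, overlap and Jaccard code was tested on simulated lists of 2000 regions and found all 300 and 40 planted specific regions. The depth recovery returned 100.0% of 2944 simulated pileups. The breadth test was tested on simulated breadths with the means and spreads of the real regions and 200 regions changed by a log2 of 1 or 2. It recovered 86.5% of the 200 among 22592 H3K4me3 regions with 7 false calls, and 27% among 11980 FLAG regions with 0 false calls. For FLAG, changes of log2 1 were found in 8% of cases when so few regions changed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.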

Results

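ChIP-seq peak lists were collected from neural stem cells grown as neurospheres from the hindbrain of mouse embryos. The cells carried a tagged allele of H3f3a, a gene for the histone variant H3.3, switched on by Nestin-cre. In 3 cultures the tagged histone had the K27M substitution (K27M-Tag), and in 3 cultures it was the tagged wild-type histone (WT-Tag), which served as the control. Each culture gave 1 list for an antibody against FLAG and 1 for an antibody against H3K4me3, a histone mark found at active promoters, so that the 12 lists fall into 4 groups of 3. The questions were whether FLAG, and separately H3K4me3, differed between the 2 genotypes, and how the 2 kinds of peak related to each other within a culture. A culture without the tagged histone was not used here, so the FLAG signal of an untagged culture is not known. All 3 K27M-Tag cultures and WT-Tag replicates 1 and 2 were labelled female, and WT-Tag replicate 3 male. The H3K4me3 list of WT-Tag replicate 3 held 5 peaks on chromosome Y, and the other 11 lists held 0.

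The lists held no read totals. From the fold enrichment and p of each peak, the background coverage of the FLAG libraries was recovered as 3.16, 3.34 and 3.60 fragments per base in K27M-Tag replicates 1 to 3 and 3.09, 3.45 and 3.33 in WT-Tag replicates 1 to 3. That of the H3K4me3 libraries was 3.33, 2.77 and 3.50 in K27M-Tag and 2.89, 2.90 and 3.24 in WT-Tag. The difference between genotypes was smaller than the spread between cultures for both antibodies (two-sided exact permutation p = 0.7 for FLAG and 0.6 for H3K4me3). The local background recovered at peak summits was not alike in the genotypes. It exceeded 1.5 times the background coverage at 9.97% ± 1.10 (SD, n = 3) of H3K4me3 peaks in K27M-Tag and 33.2% ± 0.252 (SD, n = 3) in WT-Tag, and at 7.40% ± 1.93 (SD, n = 3) and 16.3% ± 3.66 (SD, n = 3) of FLAG peaks (values added after the lists had been examined). No test is given, since the lists of a genotype may share one control.

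The K27M-Tag cultures gave more FLAG peaks than the WT-Tag cultures, with 74648 ± 15631 peaks (SD, n = 3) against 42245 ± 8218 (SD, n = 3), a ratio of 1.77. The K27M-Tag lists held 78070, 57589 and 88285 peaks and the WT-Tag lists 32763, 47293 and 46680, so the ranges did not overlap. FLAG peaks covered 42.0 Mb ± 9.34 (SD, n = 3) in K27M-Tag and 16.5 Mb ± 4.62 (SD, n = 3) in WT-Tag. Their median width was 387 bp ± 4.36 (SD, n = 3) against 293 bp ± 23.9 (SD, n = 3). Each of these 3 differences separated the genotypes without overlap, which in the two-sided exact permutation test gave p = 0.1, the smallest p that 3 against 3 allows. Over the 8 comparisons of this kind made for both antibodies, the Benjamini-Hochberg adjusted exact p of each such difference was 0.114. The alternative that lowered the difference in covered length most was taking the same number of top-scoring peaks from each list, 32763. It left 13.7 Mb of the difference of 25.5 Mb. The shortest FLAG width, taken as the caller's fragment length, was 211, 215 and 200 bp in K27M-Tag and 176, 197 and 193 bp in WT-Tag. A longer fragment length can itself widen called peaks, so FLAG width, covered length and breadth share this limit.

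H3K4me3 lists differed less. They held 36722 ± 1767 peaks (SD, n = 3) in K27M-Tag and 32188 ± 291 (SD, n = 3) in WT-Tag, a ratio of 1.14, and covered 43.9 Mb ± 1.69 (SD, n = 3) against 37.6 Mb ± 1.52 (SD, n = 3). Both differences had non-overlapping ranges and an exact permutation p of 0.1 (adjusted 0.114). Median H3K4me3 peak width was 797 bp ± 45.0 (SD, n = 3) in K27M-Tag and 827 bp ± 30.0 (SD, n = 3) in WT-Tag. This difference was within the spread between cultures (two-sided exact permutation p = 0.5), and its direction reversed, to 150 bp wider in K27M-Tag, when the 31932 top-scoring peaks were taken from each list. With peaks joined across gaps of up to 1000 bp it was -139 bp, with no overlap of ranges (exact permutation p = 0.1), so the direction depended on how peaks were taken.

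**Figure D1:**
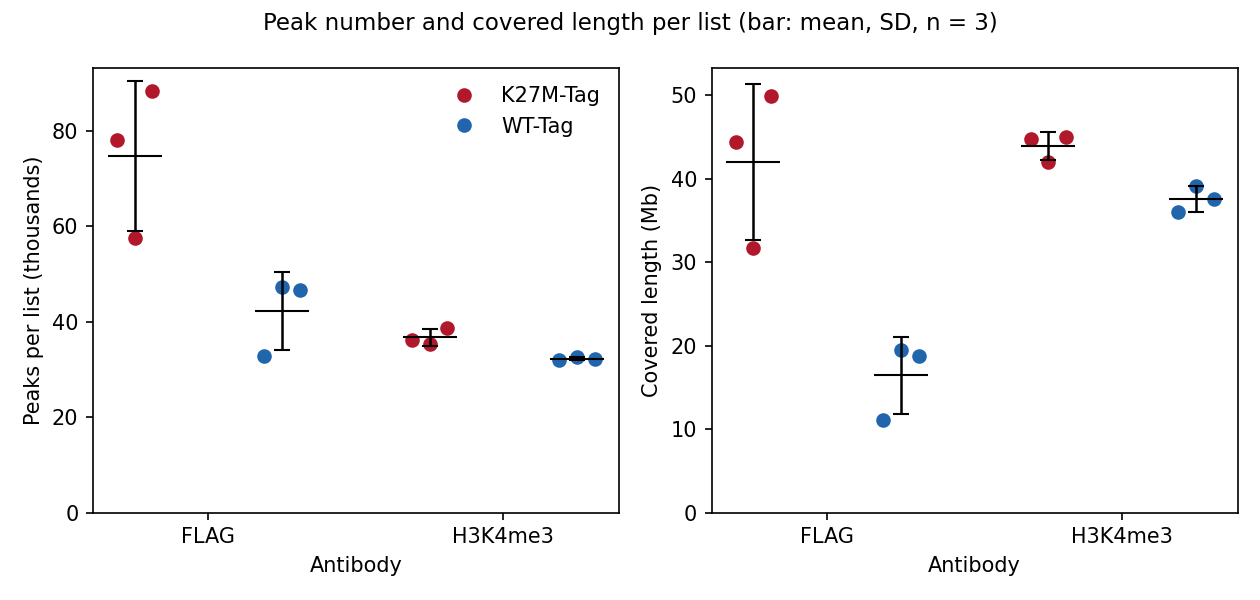
Number of peaks, in units of 1000 (left), and covered length in Mb (right) for each of the 12 lists, by antibody on the horizontal axis, with K27M-Tag in red and WT-Tag in blue; points are cultures, and black bars are the mean and SD of 3 cultures. The FLAG lists of K27M-Tag lie between 57589 and 88285 peaks and those of WT-Tag between 32763 and 47293.

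Within a culture, FLAG peaks were compared with the H3K4me3 peaks of the same culture, counting an overlap of at least 1 bp. In K27M-Tag, 35.2% ± 1.12 (SD, n = 3) of FLAG peaks overlapped an H3K4me3 peak, and in WT-Tag 18.7% ± 1.05 (SD, n = 3). FLAG peaks placed at random on their own chromosomes overlapped H3K4me3 in 2.42% to 2.58% of cases in the K27M-Tag cultures and in 1.89% to 2.12% in the WT-Tag cultures, so the observed shares were 13.4 to 15.1 and 8.69 to 10.4 times the random ones. Seen from the H3K4me3 peaks, 53.9% ± 6.70 (SD, n = 3) overlapped a FLAG peak in K27M-Tag and 21.9% ± 3.44 (SD, n = 3) in WT-Tag. Both differences had an exact permutation p of 0.1 (adjusted 0.114) with no overlap of ranges. With the 32763 top-scoring FLAG peaks and the 31932 top-scoring H3K4me3 peaks of every list, the differences were 22.0 and 18.5 percentage points, compared with 16.4 and 32.0 for the full lists.

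The number of FLAG peaks on H3K4me3 was 26127 ± 4763 (SD, n = 3) in K27M-Tag and 7863 ± 1295 (SD, n = 3) in WT-Tag, a ratio of 3.32 (exact permutation p = 0.1). FLAG peaks outside H3K4me3 numbered 48521 ± 10872 (SD, n = 3) and 34383 ± 6973 (SD, n = 3), a ratio of 1.41, and there the ranges overlapped (exact permutation p = 0.3). Among peaks with a summit pileup of at least 10 times the background coverage, the numbers outside H3K4me3 did not overlap, at 2175 ± 717 (SD, n = 3) against 757 ± 137 (SD, n = 3), a ratio of 2.87, and on H3K4me3 the ratio was 7.99, from 3921 ± 1317 (SD, n = 3) and 491 ± 141 (SD, n = 3) (exact permutation p = 0.1 for both). These counts were set apart only after the lists had been examined.

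When the H3K4me3 peaks of each culture were ranked by the authors' score and parted into 4 equal groups, the share with a FLAG peak was higher in K27M-Tag in each group. From the lowest-scoring to the highest-scoring group it was 55.7%, 48.3%, 45.6% and 65.8% in K27M-Tag and 29.9%, 22.1%, 16.0% and 19.6% in WT-Tag (means, n = 3). The difference was 25.8 percentage points in the lowest-scoring group and 46.2 in the highest-scoring one. In each of the 4 groups the ranges of the genotypes did not overlap (exact permutation p = 0.1). Whether the difference itself changed between groups of peaks was not tested.

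**Figure D2:**
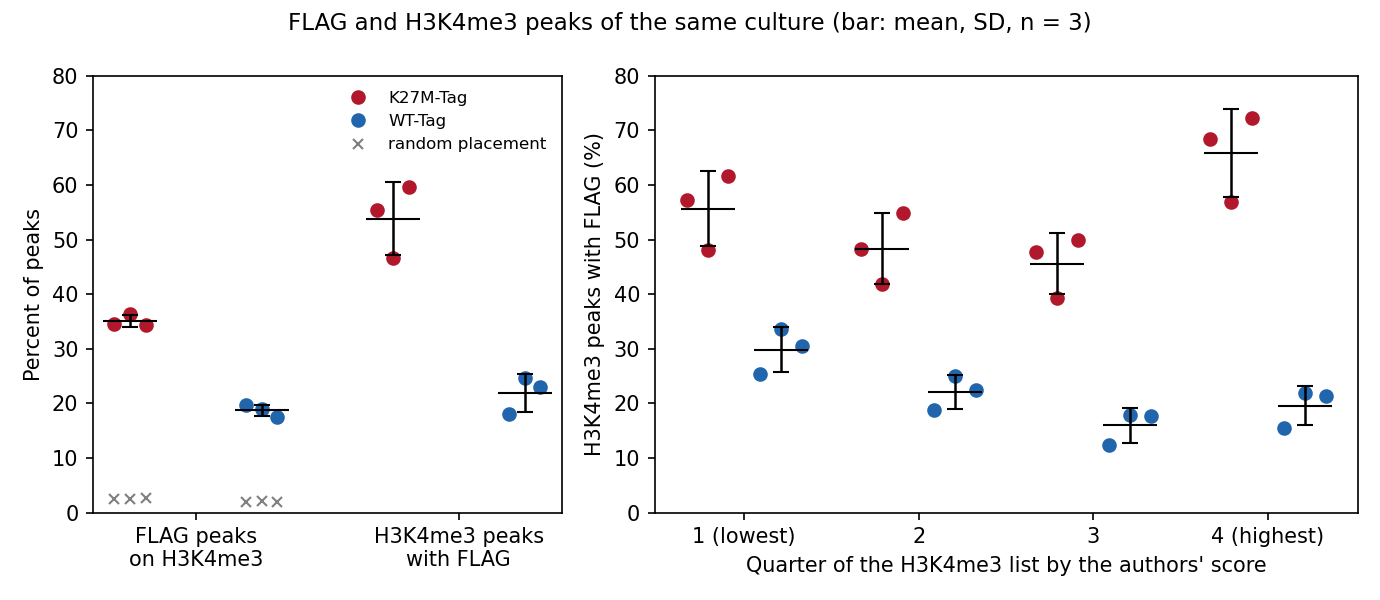
Percent of FLAG peaks that overlap H3K4me3 and of H3K4me3 peaks that overlap FLAG (left), and percent of H3K4me3 peaks with FLAG in 4 equal groups of the H3K4me3 list by score (right), with K27M-Tag in red and WT-Tag in blue. Points are cultures, bars the mean and SD of 3 cultures, and grey crosses the random placements; the K27M-Tag points lie above the WT-Tag points in every comparison, with means of 65.8% and 19.6% in the highest-scoring group.

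Lists of the same genotype had a higher Jaccard index than lists of different genotypes. For FLAG, the mean Jaccard index, the shared bases over the bases in either list, was 0.414 within genotypes (0.495 in K27M-Tag and 0.333 in WT-Tag) and 0.230 between them. For H3K4me3 it was 0.829 within (0.833 in K27M-Tag and 0.825 in WT-Tag) and 0.769 between. In both antibodies the real grouping gave the largest difference of the 10 ways to part 6 lists into 3 and 3 (one-sided exact permutation p = 0.1, the smallest possible). The Jaccard index falls when lists differ in length. Peaks of a WT-Tag list were found more often in a K27M-Tag list than in another WT-Tag list, on average 68.5% against 57.4% for FLAG and 92.3% against 87.4% for H3K4me3. Peaks of a K27M-Tag list were found in a WT-Tag list in 33.7% and in another K27M-Tag list in 70.3% of cases for FLAG, and in 74.6% and 87.9% for H3K4me3.

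Peaks of the 6 lists of an antibody were merged into regions. Of 117816 FLAG regions, 11980 were found in all 6 lists, 11656 in the 3 K27M-Tag lists and no WT-Tag list, and 689 in the 3 WT-Tag lists and no K27M-Tag list. The first of these genotype-specific counts fell to 4069 and the second rose to 1725 when 32763 peaks were taken from each list. The K27M-Tag count also rested on the library with the fewest peaks, rising to 21721 without K27M-Tag replicate 2, and the WT-Tag count rose to 2509 without WT-Tag replicate 1. Of the FLAG regions specific to K27M-Tag, 60.3% overlapped an H3K4me3 peak of the 6 H3K4me3 lists, against 3.2% of those specific to WT-Tag and 57.3% of those in all 6 lists. Other groupings of the 6 lists gave up to 1087 regions on one side, so the WT-Tag count of 689 lay within the range that regrouping gave and the K27M-Tag count above it.

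Of 42711 H3K4me3 regions, 22592 were in all 6 lists, 1861 were specific to K27M-Tag and 111 to WT-Tag, and other groupings gave up to 201. These numbers became 999 and 217 with the same number of peaks from each list. Without K27M-Tag replicate 2 the K27M-Tag count was 3026, and without WT-Tag replicate 1 the WT-Tag count was 410. The H3K4me3 regions specific to K27M-Tag scored low, at a median percentile of 22.6 within their lists, and only 4 of the 1861 lay above the middle of all 3 K27M-Tag lists.

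**Figure D3:**
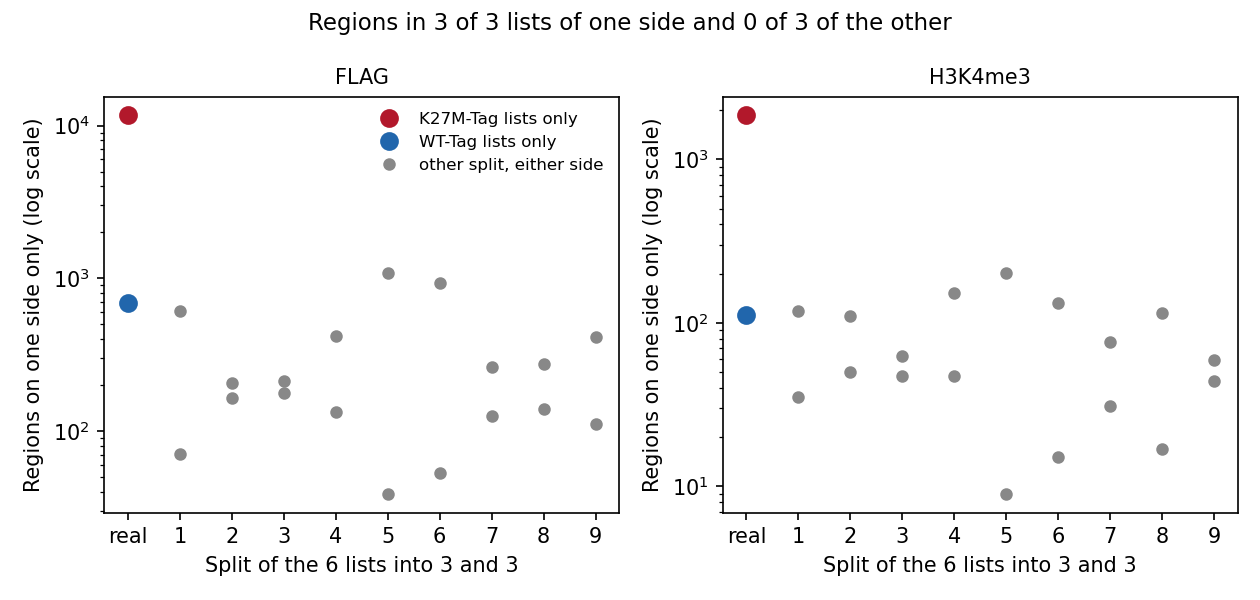
Number of regions (log scale) found in 3 of 3 lists of one side and 0 of 3 of the other, for FLAG (left) and H3K4me3 (right), in the real grouping and in the 9 other ways to part the 6 lists. The K27M-Tag counts (red) of 11656 and 1861 lie above all grey points, while the WT-Tag counts (blue) of 689 and 111 lie among them.

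Regions are named here by position in mouse build mm9, the build in the peak names, without gene names because no annotation of that build was used. Scores and folds are the authors' values and rank peaks within a list. The top-ranked FLAG region specific to K27M-Tag was on chromosome 15 from 78859015 to 78860917. Its peaks stood at percentiles of 99.1, 99.2 and 98.5 in the K27M-Tag lists, with folds of 11.1, 10.1 and 10.4. Next came chromosome 17 from 36002386 to 36005118 and chromosome 11 from 68871259 to 68872945, with lowest percentiles of 98.1 and 97.6. All 3 overlapped H3K4me3. The top-ranked FLAG region specific to WT-Tag, on chromosome 11 from 67332156 to 67332894, had folds of 6.11, 6.86 and 7.16 and no overlap with H3K4me3.

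Among H3K4me3 regions specific to K27M-Tag, the top-ranked one lay on chromosome 10 from 45187192 to 45191449. There the peaks covered 4258, 3750 and 3731 bp, with folds of 38.2, 40.6 and 36.7. The third-ranked region, from 45192790 to 45194044, lay beside it on the same chromosome. Second was chromosome 11 from 95864416 to 95869617, with 5185, 5144 and 5166 bp covered. All 3 also overlapped a FLAG peak. The top-ranked H3K4me3 region specific to WT-Tag, on chromosome 10 from 116991374 to 116992040, reached a lowest percentile of 39.6.

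Breadth, the bases that a list's peaks covered within a region, was compared at regions present in all 6 lists with limma on the log2 scale. Of 11980 FLAG regions, 5243 differed at an adjusted p under 0.05, 5169 of them wider and 74 narrower in K27M-Tag, and the median log2 change over all tested regions was 0.81. With each list centred on its own median breadth, 2351 regions differed, 974 wider and 1377 narrower. Centring left a median log2 change of -0.10, so it removed more than the shift, and the split of directions followed the centring chosen. The FLAG count was 2606 without K27M-Tag replicate 1 and 2422 without K27M-Tag replicate 3. Of 22592 H3K4me3 regions, 1833 differed, 1709 wider and 124 narrower in K27M-Tag, with a median log2 change of 0.14, and after centring 700 differed, 444 wider and 256 narrower. The H3K4me3 count depended on single libraries. It was 76 without K27M-Tag replicate 1, 201 without K27M-Tag replicate 3, 581 without K27M-Tag replicate 2 and 833 without WT-Tag replicate 3.

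The FLAG region with the largest gain was on chromosome 2 from 4475935 to 4482698. It was covered over 6085 bp ± 204 (SD, n = 3) in K27M-Tag and 449 bp ± 125 (SD, n = 3) in WT-Tag, a log2 change of 3.80 (SE 0.24, limma adjusted p 0.000662), which was 2.89 after centring. The largest loss lay on chromosome 17 from 3336126 to 3337875, with 314 bp ± 86.2 (SD, n = 3) against 1396 bp ± 212 (SD, n = 3) and a log2 change of -2.18 (SE 0.34, limma adjusted p 0.00234). The other two losses named by the rule fixed beforehand lay on the contig NT_166441. For H3K4me3, the largest gain was on chromosome 2 from 26219993 to 26222084, with 1489 bp ± 312 (SD, n = 3) in K27M-Tag against 227 bp ± 64.7 (SD, n = 3) in WT-Tag, a log2 change of 2.73 (SE 0.25, limma adjusted p 0.0052). H3K4me3 narrowed most on chromosome 15 from 78991257 to 78994841, with 408 bp ± 152 (SD, n = 3) against 2724 bp ± 681 (SD, n = 3) and a log2 change of -2.78 (SE 0.30, limma adjusted p 0.0093).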

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

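The common p limit was chosen after seeing the data, and the other alternatives before. For 9 results (number of peaks and covered length of both antibodies, FLAG median width, both overlaps of FLAG with H3K4me3 and both similarity differences), all 41 values under alternatives that could change the direction kept it. Those under autosomes only and the common p limit are weak checks, since these settings changed the lists little. The FLAG excess of 32403 peaks became 31936 and 32277 with them. A further 63 values were left out of the 41 because their direction was fixed. Pairing does not alter a difference in means, taking 50% of each list only scales the number of peaks, and leaving out a library cannot reverse values whose ranges do not overlap. The median width of H3K4me3 peaks did not: its difference of -29.5 bp became 44 bp with the 50% of peaks that scored highest and 150 bp with equal list sizes, while joining peaks across gaps took it the other way, to -139 bp (exact permutation p = 0.1). The cause was not tested. A p of 0.1 cannot fall in a design of 3 against 3, so the permutation tests say nothing on stability.

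Counts of genotype-specific regions moved with the length of the lists. With the highest-scoring 50%, FLAG regions specific to K27M-Tag were 6386, and H3K4me3 regions 1214 for K27M-Tag and 4 for WT-Tag. With equal list sizes, FLAG regions were 4069 for K27M-Tag and 1725 for WT-Tag, and H3K4me3 regions 999 and 217. K27M-Tag counts stayed above WT-Tag counts in both settings, by less than in the full lists for FLAG and H3K4me3 at equal list sizes. Shortening lists removes some specific regions and makes others specific, where the peak of the other genotype falls below the cut. Counts can therefore move either way, and the cause of the fall in the K27M-Tag counts was not tested. Of the 1861 H3K4me3 regions specific to K27M-Tag in the full lists, 4 lay above the middle of all 3 K27M-Tag lists. Most of the 1214 therefore had a WT-Tag peak in the full lists. The rise of the WT-Tag counts at equal sizes follows from shortening the K27M-Tag lists. Across the 6 fits that each left out one library, the FLAG counts ran from 12706 to 21721 for K27M-Tag (highest without K27M-Tag replicate 2) and from 791 to 2509 for WT-Tag (highest without WT-Tag replicate 1). H3K4me3 counts ran from 2242 to 3026 (highest without K27M-Tag replicate 2) and from 139 to 410 (highest without WT-Tag replicate 1). All rise by construction, since fewer lists must hold or lack a peak. The other overlap rule, autosomes and the common p limit kept all 4 counts within 1.5 times.

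Counts of regions with changed breadth also moved. Centring each list lowered the counts to 2351 for FLAG and 700 for H3K4me3, and the share of wider calls from 98.6% to 41.4% and from 93.2% to 63.4%, as follows from subtracting a constant from each list. For FLAG it left a median log2 change of -0.10, so it took away more than the median shift of 0.81. The highest-scoring 50% of peaks gave 2545 and 637 calls among fewer regions, 5560 and 14306. Joining peaks across gaps gave 1002 H3K4me3 calls, and the cause was not tested. Leaving out one library gave from 2422 (without K27M-Tag replicate 3) to 6410 (without WT-Tag replicate 1) FLAG calls and from 76 (without K27M-Tag replicate 1) to 2548 (without WT-Tag replicate 2) H3K4me3 calls. Fewer samples lower the power of the test, yet the fits differ in which library they lack, and that part of the cause was not tested.

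The replicate numbers of the labels showed no pairing of the cultures across regions. Same-numbered lists deviated from their genotype means with correlations across regions of 0.005, 0.008 and 0.013 for FLAG and 0.031, 0.032 and -0.007 for H3K4me3. Such correlations leave out a shift of a whole list, so shared handling of same-numbered cultures is not excluded. With the number as a replicate block, breadth gave 4670 FLAG and 508 H3K4me3 calls, compared with 5243 and 1833 without it. The sign-flip test of same-numbered pairs cannot go below 0.25 and leaves the differences as they are.

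Promoter shares, promoter occupancy of gene lists and their alternatives were not run, because the gene table is of another build than the peaks. The recovered depth of 2.77 to 3.60 fragments per base limits the lists to sites well above a pileup of a few fragments, so a region missing from a list was not detectable there at this depth and is not shown to lack the signal.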

Other observations

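Of the tests below, the regroupings of the lists, the local background at WT-Tag FLAG peaks, the ranking of H3K4me3 regions by FLAG and the test on chromosome X were set out before their results were seen. Those on depth, on strong peaks, on regions with a background at the floor and on the 5000 top-scoring peaks were chosen after.

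Regrouping the 6 lists of an antibody into 3 and 3 has 10 outcomes, so no share of splits can fall under 0.1, and a grouping by chance cannot be told apart from genotype on this ground alone. For the similarity within genotypes, 1 of the 10 splits, the real one, gave a difference as large for FLAG, and 1 of 10 for H3K4me3. As many regions on one side as the K27M-Tag lists had were found in 1 of the 10 splits in both antibodies. As many as the WT-Tag lists had were found in 3 of the 10 splits for FLAG and 6 of the 10 for H3K4me3. For breadth, 1 of the 10 splits gave as many changed regions in FLAG and 1 of 10 in H3K4me3. The 9 other splits gave 0 changed regions. They had 40 to 488 FLAG and 219 to 1491 H3K4me3 regions at an unadjusted limma p under 0.05. The real grouping had 6528 and 7164. Each of these 9 splits mixes the genotypes on both sides, so a genotype difference adds to the spread within sides and lowers the calls. Their 0 calls are therefore not a rate of false calls. A control that differs between genotypes would set the real grouping apart in the same way, and was not weighed for breadth.

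The excess of FLAG peaks in K27M-Tag was set against technical sources. Mean depth differed little, by a ratio of 1.02 in recovered background coverage and of 0.927 in fragments per kb, which rests on an assumed fragment length. In a linear fit of genotype and background coverage over the 6 libraries, the excess at equal coverage was 29669 peaks (SE 9854), and it was 18446 without K27M-Tag replicate 1 and 38069 without K27M-Tag replicate 2. Depth as the whole source is argued against by these values. The same fit on fragments per kb gave 39691 (SE 12018) but -50216 without K27M-Tag replicate 3. There the 2 genotypes no longer share a range of depth, so that fit alone decides nothing. The values themselves were 14.98 and 15.52 in K27M-Tag replicates 1 and 2, below the 17.24 to 17.56 of the WT-Tag libraries. Yet these replicates held 78070 and 57589 FLAG peaks, against at most 47293 in WT-Tag. For these 2 libraries, that argues against greater depth as the source. K27M-Tag replicate 3 had the highest value, 18.02. The local background at peak summits did differ by genotype, and was raised more often in WT-Tag in both antibodies. The labels list a separate joined input for each genotype, and a control that differs between genotypes is a candidate source of that gap, though the lists do not state which control was used. A raised control removes weak peaks first. Yet FLAG peaks with a summit pileup of at least 10 times the background coverage were 4.89 times as many in K27M-Tag, with 6096 ± 2016 against 1248 ± 270 (SD, n = 3), and no overlap of ranges. A raised WT-Tag control is therefore unlikely to be the whole source of the excess. The lists give no measure of pull-down yield, so it was not weighed as a source of the excess. A higher FLAG yield in K27M-Tag could also give more, stronger and wider peaks, and stays open.

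The same control was weighed for the H3K4me3 peaks that carry FLAG. Among 1676 H3K4me3 regions present in all 6 lists whose local background was at the floor in all 6, 40.4% ± 4.94 (SD, n = 3) overlapped FLAG in K27M-Tag and 14.8% ± 3.39 (SD, n = 3) in WT-Tag, a difference of 25.6 percentage points (exact permutation p = 0.1). Over all 22592 shared regions the shares were 57.2% and 23.9%, a difference of 33.3 points. Both shares were lower at floor regions, so the smaller gap there does not show a part played by the WT-Tag background. Where the background was raised in the 3 WT-Tag lists, 22.4% of regions overlapped FLAG in WT-Tag, not fewer than at the floor. The difference at floor regions argues against the raised background as the whole source, and whether it accounts for a part stays open.

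The smaller excess of H3K4me3 peaks was set against the same sources. At equal background coverage it was 3967 peaks (SE 913), compared with 4534 without that term, and from 3326 (without WT-Tag replicate 3) to 4401 (without K27M-Tag replicate 1) when a library was left out. On fragments per kb it was 3993 (SE 768). These values argue against depth as the whole source. The control stays open and may contribute. WT-Tag FLAG peaks inside H3K4me3 regions specific to K27M-Tag had a raised local background more often than those inside regions of all 6 lists, on average by 7.84 percentage points, while for K27M-Tag FLAG peaks the same difference was -2.03 points. This does not decide the matter. The lists of a genotype may share one joined control, so they are not independent observations of it, and the regions were picked for being listed in K27M-Tag alone, which itself favours sites with a low K27M-Tag and a high WT-Tag background. The control therefore cannot be told apart from genotype for these weak regions. H3K4me3 peaks of at least 10 times the background differed by a ratio of 1.05, with 21871 ± 290 against 20771 ± 698 (SD, n = 3). The ranges did not overlap (exact permutation p = 0.1). An effect of the K27M histone on H3K4me3 is not excluded by any of these values.

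A second pattern was the higher share of FLAG peaks on H3K4me3 in K27M-Tag. If one factor, such as a higher pull-down yield, had multiplied FLAG enrichment at every site, the order of sites would stay and the top-scoring peaks would lie on H3K4me3 equally often. Among the 5000 top-scoring FLAG peaks of each list, 66.5% ± 3.95 (SD, n = 3) overlapped H3K4me3 in K27M-Tag and 32.0% ± 2.78 (SD, n = 3) in WT-Tag. The difference of 34.5 percentage points argues against one factor over all sites, with the limit that the score also depends on the local background. In WT-Tag that background was raised at 20.1% of FLAG peaks on H3K4me3 and 15.4% of those outside it. In K27M-Tag it was raised at 7.97% and 7.03%. How much of the 34.5 points this makes up was not tested. The picture within H3K4me3 sites was different. Of the 4000 shared H3K4me3 regions top-ranked by FLAG in each culture, 22.3% ± 0.78 (SD, n = 3) fell in the highest-scoring 25% by H3K4me3 in K27M-Tag and 23.1% ± 0.84 (SD, n = 3) in WT-Tag, a difference of -0.9 percentage points (exact permutation p = 0.2). In both genotypes the lowest-scoring 25% held more, 35.8% and 36.8%. One factor on FLAG at H3K4me3 sites is thus consistent with these values, and the larger gap of the report at the highest-scoring H3K4me3 peaks may reflect more sites passing the limit and not another order of sites. Among floor regions the same difference, over 150 top-ranked regions, was 2.7 points (exact permutation p = 0.4). Since the full set showed no difference either, this does not decide whether the control plays a part at the highest-scoring sites. A hypothesis that keeps all of these values is that tagged H3.3 with K27M was more abundant at H3K4me3 sites relative to other sites than the tagged wild-type histone. A fixed set of FLAG peaks outside H3K4me3 that do not depend on the tag would also raise the share on H3K4me3 when tag signal rises. It is not likely to make up all peaks there, since strong FLAG peaks outside H3K4me3 were 2.87 times as many in K27M-Tag with no overlap of ranges. Whether it makes up a part stays open, and an untagged control was not used here.

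FLAG peaks were scarce on chromosome X. They made up 0.824%, 0.698% and 0.919% of peaks in K27M-Tag replicates 1 to 3 and 0.378%, 0.472% and 0.225% in WT-Tag replicates 1 to 3, the last being the male culture, while 2.59% to 3.06% of H3K4me3 peaks lay there. Of the H3K4me3 peaks on X, 12.8% to 23.6% carried FLAG in K27M-Tag and 1.32% to 4.28% in WT-Tag. On autosomes it was 47.6% to 60.7% and 18.6% to 25.3%. A single active X in females and a single X in the male would give X sites 50% of the signal of autosomal sites. When the pileups of autosomal FLAG peaks were lowered by 50%, the share still past the list's lowest −log10 p came close to the share seen on X relative to autosomes per H3K4me3 peak, with a median ratio of 1.14 and a range from 0.63 to 1.42. It was within 1.5 times in 5 of 6 cultures, the exception being the male WT-Tag replicate 3 at 0.63. The whole pileup was lowered, background included, while the local background was kept. In female cultures both X copies add to the background, so the share still passing was set too low there and the ratio too high. Whether a dosage of X near that of a single copy is enough for the scarcity is therefore not decided by this test. Lower incorporation of tagged H3.3 on X is an open alternative that this test does not separate from dosage.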
